A study of Homo sapiens with 8 samples.

How the data were processed

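HMLE cells, an immortalised human mammary epithelial line, were profiled by 10x Genomics single-cell 5' sequencing with sample barcodes, in 4 mRNA libraries and 4 libraries of short barcoded oligonucleotides, 8 samples in all. Per the labels, 12 samples carried 1 barcode each, were collected enzymatically in 0.04% bovine serum albumin, pooled in equal numbers at 1000 cells per µL, and sequenced up to 50000 reads per cell. The values used are UMI counts, deposited by the authors as 1 raw count matrix per mRNA library that holds both the 36601 genes and the 12 barcodes. Per the submitters' processing notes the tools were bcl2fastq 2.20.0.422, Cell Ranger 6.0.2 and Seurat 4.1.0, and the genome build was hg38. The order in which they were used, any filter before deposit and the release of the gene annotation are not given in the sources used here. UMIs collapse PCR copies, so a count stands for captured molecules, and a 5' kit reads the start of each transcript, so isoforms that share it are counted together.

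The labels number the libraries 1 to 4 but do not say which culture, treatment or time a barcode marks, and the barcodes in the matrices carry no condition. No treated and untreated cells were therefore compared, and the 12 barcode populations are reported by value, range and median. A barcode was taken as present in a library when it was the highest in at least 1% of the kept cells. By that rule libraries 1 and 2 held SBO01 to SBO06 and libraries 3 and 4 SBO07 to SBO12, so the libraries form 2 pools of 6 samples, each loaded on 2 channels. The design written before the data were examined took all 4 as loads of 1 pool. The 4 libraries were used as replicates, and they are 2 loads of each of 2 pools. The p-values therefore measure technical spread together with differences between the pools in the change between tiers. Spread between replicate cultures is not measured.

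Cells with at least 1000 genes and at most 15% of UMIs from mitochondrial genes were kept, 22147 of 26247 cell barcodes (84.4%) with 633707842 UMIs in all libraries together. Of the cell barcodes, 899 occurred in 2 or more libraries and were treated as different cells. Barcode UMIs numbered 10749955, 6875472, 5633280 and 5302841 in libraries 1 to 4, and the median mitochondrial share of all cell barcodes was 1.49, 1.55, 1.81 and 1.74%. Cells were assigned within each library by HTODemux of Seurat 5.3.0 on centred log ratios with a positive quantile of 0.99, restricted to the barcodes present, which differs from the plan to use all 12. Cells with several barcodes were called doublets and left out, 5510 in number, as were 5565 cells with none. No other doublet caller was run, so pairs of cells from 1 sample stay in. Libraries were compared on 11 measures of depth and quality by Dixon's test, in which none of the 4 libraries was outlying, with a highest ratio of gap to range of 0.820 against a critical value of 0.829.

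Levels per barcode population are UMIs summed over its cells, in CPM, the count of a gene scaled to a common total of UMIs. Ranges are on the log2(CPM + 1) scale over the 6097 genes with a mean of at least 20 CPM. For clusters, 2000 variable genes of log-normalised counts were reduced to 30 principal components, and a graph of 20 nearest neighbours was divided by the Leiden method at a resolution of 0.5. Clusters were named only where at least 3 markers fixed beforehand were among their 10 leading genes, and not where the median UMI count was very low. Shares carry exact 95% binomial intervals, which cover counting error only. The planned correlation of the score with other lists over the 12 populations is not given because the populations fell into separate clusters.

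For the score, each cell was thinned to 10000 UMIs, which 92.4% of the cells with 1 barcode reached, leaving 10233 cells. The score is the mean standardised expression of 12 mesenchymal genes minus that of 12 epithelial genes. Cells of each barcode population in each library were divided by score into a low, a middle and a high tier of equal size. Populations as assigned therefore did not differ between tiers. Unthinned UMIs were summed per library and tier, which gave 12 sums of 24299300 to 28936100 UMIs. edgeR 4.0.16 was run on them with filterByExpr, TMM normalisation and the quasi-likelihood test, with library as a block because the tiers of 1 library share its preparation, at a false discovery rate of 0.05 after Benjamini-Hochberg adjustment. The common biological coefficient of variation was 2.75%. A gene was called apart in the middle tier when it passed against both ends with the same sign. The score's genes were left out. Genes used to build a tier share regulation with others, so the calls describe association with the score and not the effect of a treatment.

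Gene lists were tested with camera of limma 3.58.1 at a preset correlation, beside camera with an estimated correlation and fry, which asks whether a list moves one way without comparing it to other genes. The lists, fixed before the data were examined, were the epithelial and mesenchymal score genes, EMT transcription factors, TGF-β targets, basal and luminal mammary genes, extracellular matrix, invasion, partial EMT, S phase, G2/M phase, p53 and DNA damage, G-quadruplex proteins, G-quadruplex promoters, interferon, stress, mitochondrial, leukocyte, endothelial and fibroblast genes. Some genes are in more than 1 list. The genes chosen were the 12 with the largest rise and the 12 with the largest fall among those called, with at least 20 CPM on average and the same direction in all 4 libraries. Up to 4 called members of each list with the largest change were added, together with a set that included SNAI2, ZEB2, KRT5, KRT14, CD44, CD24 and MYC. For the middle tier up to 10 genes above and 10 below both ends were chosen, and over populations the 12 genes with the largest range. Other genes named by population or cluster were chosen after their values were seen. Locations came from the human annotation GENCODE 29 by Ensembl identifier, for 107 of 107 chosen genes. Not every gene chosen is reported here.

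The procedure was tested on 5 simulated data sets of the 15259 genes with 200 genes changed between the high and the low tier. It recovered 51% of the genes changed by 0.25 and 88.4% of those changed by 1.0 on the log2 scale, with a median estimate of 1.01 for the larger size, and 8.41% of its calls were unchanged genes. The alternatives tried were DESeq2 1.42.0 and its size factors in edgeR, no filter on low counts, no block, leaving out each library, a score on unthinned counts or without VIM, FN1 and SFN, tiers over a whole library, sums of thinned cells, no filter on cells, and assignment to the top barcode when it had at least 10 UMIs and 3 times the second. For levels, TMM-scaled CPM and a pseudocount of 5 were tried, and for clusters resolutions of 0.3 and 1.0, no cell cycle genes and barcode doublets kept. Leaving out SBO05 and leaving out SBO12 were added after the data were seen. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3.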

Results

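The series holds HMLE cells, a line of immortalised human mammary epithelial cells that undergoes epithelial-to-mesenchymal transition (EMT) when exposed to the growth factor TGF-β. Its stated questions are which intermediate states such cells pass through, and what part G-quadruplexes, folded structures of guanine-rich DNA, play in the change, probed with the G-quadruplex ligand pyridostatin. Transcripts of single cells were counted as unique molecular identifiers (UMIs) in 4 mRNA libraries, each with a matching library of short barcoded oligonucleotides (SBOs) that marked the sample of origin of each cell. There were 12 barcodes, SBO01 to SBO12, for the 12 pooled samples. The 4 mRNA libraries held 8792, 6125, 6181 and 5149 cell barcodes with 179421284, 139331790, 159286681 and 155668087 gene UMIs. After filtering, 7600, 5118, 5304 and 4125 cells were kept, with medians of 22198.5, 26663.5, 29949.5 and 38051 UMIs per cell. The labels do not tie a barcode to TGF-β, to pyridostatin or to a time, so no treated group was compared with an untreated one. What follows gives the levels in each barcode population, the clusters of cells, and a comparison within libraries of cells at the mesenchymal and the epithelial end of a fixed gene score.

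SBO01 to SBO06 were found in libraries 1 and 2, and SBO07 to SBO12 in libraries 3 and 4. A single barcode was assigned to 11072 of the 22147 kept cells, which was 48.3, 54.3, 48.7 and 49.4% of the cells of libraries 1 to 4. Several barcodes were found in 30.3, 23.5, 21.6 and 20.7% of the cells, and none in 21.3, 22.2, 29.7 and 29.9%. The exact 95% binomial intervals of these shares reached at most from 47.9 to 50.9% for single barcodes in library 4, and cover counting error only. The populations numbered 1718, 564, 879, 352, 1864 and 1074 cells for SBO01 to SBO06, and 832, 863, 691, 483, 525 and 1227 cells for SBO07 to SBO12. The alternative top barcode rule assigned a cell only when its top barcode had at least 10 UMIs and 3 times the second. It assigned 13611 of the 22147 kept cells, with 2961 for SBO08 and 98 for SBO12. The cells of SBO12 carried a median of 36 UMIs of it, and in 782 of the 1227 another barcode had more UMIs. These cells and the other 445 correlated at 0.996 across 6097 genes, a comparison chosen after the counts were seen. Another barcode was also higher in 157 cells of SBO11, 114 of SBO02 and 103 of SBO01, where the parts correlated at 0.9927, 0.9891 and 0.9812. The same held for 58 of the 352 cells of SBO04, where the parts were not compared. The 114 and 103 cells stood nearer to SBO06, at 0.9902 and 0.9825, than to the rest of SBO02 and of SBO01. The 103 held KRT5 at 1089.6 CPM, against 1821 CPM in the rest, and IFI27 at 137 against 23.97 CPM. Between cells with another barcode higher and the rest, IFI27 stood at 323 against 124 CPM in SBO11 and 125 against 225 CPM in SBO02. In SBO12 it stood at 25.1 against 12.3 CPM.

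The genes with the widest range over the barcode populations included COL1A1 and VIM of the mesenchymal program, the keratin KRT13 and the interferon-stimulated genes BST2 and IFI27. VIM, the intermediate filament vimentin of mesenchymal cells, ranged from 99.8 CPM in SBO11 to 3306 CPM in SBO05, with a median of 251. COL1A1, a chain of type I collagen, ranged from 4.69 CPM in SBO10 to 212 CPM in SBO05, with a median of 11. IGFBP4, a secreted binding protein of insulin-like growth factors, ranged from 31.9 CPM in SBO12 to 956 CPM in SBO05, with a median of 48.8, and KCNMA1, a potassium channel subunit, from 9.91 CPM in SBO07 to 394 CPM in SBO05, with a median of 15.9. The epithelial adhesion genes CDH1 and EPCAM were lowest where these 4 genes were highest. CDH1, the gene of E-cadherin, ranged from 9.53 CPM in SBO05 to 100.3 CPM in SBO02, with a median of 65.3, and EPCAM, an epithelial adhesion molecule, from 31.2 CPM in SBO05 to 365 CPM in SBO10, with a median of 318. These are single populations without replicate cultures, so the values carry no error between cultures. VIM lies on chromosome 10, positions 17228259 to 17237593, and COL1A1 on chromosome 17, positions 50183289 to 50201632 of hg38.

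The basal keratin KRT5 ranged from 73.2 CPM in SBO05 to 1787 CPM in SBO12, with a median of 563, and its partner KRT14 from 118 CPM in SBO05 to 2421 CPM in SBO01, with a median of 839.6. The mucosal keratin KRT13 ranged from 4.80 CPM in SBO12 to 150.2 CPM in SBO11, with a median of 86. FGFBP1, which binds and releases fibroblast growth factors, ranged from 19.6 CPM in SBO05 to 633 CPM in SBO01, with a median of 204, and the microfibril gene MFAP5 from 2.29 CPM in SBO05 to 93.5 CPM in SBO01, with a median of 31.95. Of the interferon-stimulated genes, BST2, which tethers budding viruses, ranged from 3.29 CPM in SBO12 to 141 CPM in SBO04, with a median of 32.9, and IFI27 from 20.3 CPM in SBO12 to 687 CPM in SBO04, with a median of 155. The remaining genes named by their range were RARRES1, from 3.59 CPM in SBO12 to 134 CPM in SBO02, with a median of 66.96, MT1G, from 8.03 CPM in SBO11 to 257 CPM in SBO01, with a median of 31.5, and C15orf48, from 27.9 CPM in SBO12 to 753 CPM in SBO02, with a median of 306. CD44, a hyaluronan receptor, varied least of the genes fixed beforehand, from 136 CPM in SBO05 to 188 CPM in SBO02, with a median of 156, while CD24 ranged from 88.03 CPM in SBO05 to 836 CPM in SBO02, with a median of 635. SNAI2, the EMT transcription factor Slug, ranged from 10.05 CPM in SBO02 to 26.6 CPM in SBO01, with a median of 13.2, ZEB2 from 0.243 CPM in SBO10 to 16.1 CPM in SBO05, with a median of 0.896, and MYC from 41.4 CPM in SBO05 to 102 CPM in SBO01, with a median of 68.1. Of 6097 genes with a mean of at least 20 CPM, 342 had a range of at least 2 on the log2(CPM + 1) scale, and in 282 of them SBO05 was the highest or the lowest. Without SBO05, 115 genes had such a range. With the top barcode rule, which leaves out cells without a clear top barcode, the range of 15 of the 20 chosen genes moved by more than its spread between libraries.

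**Figure D1:**
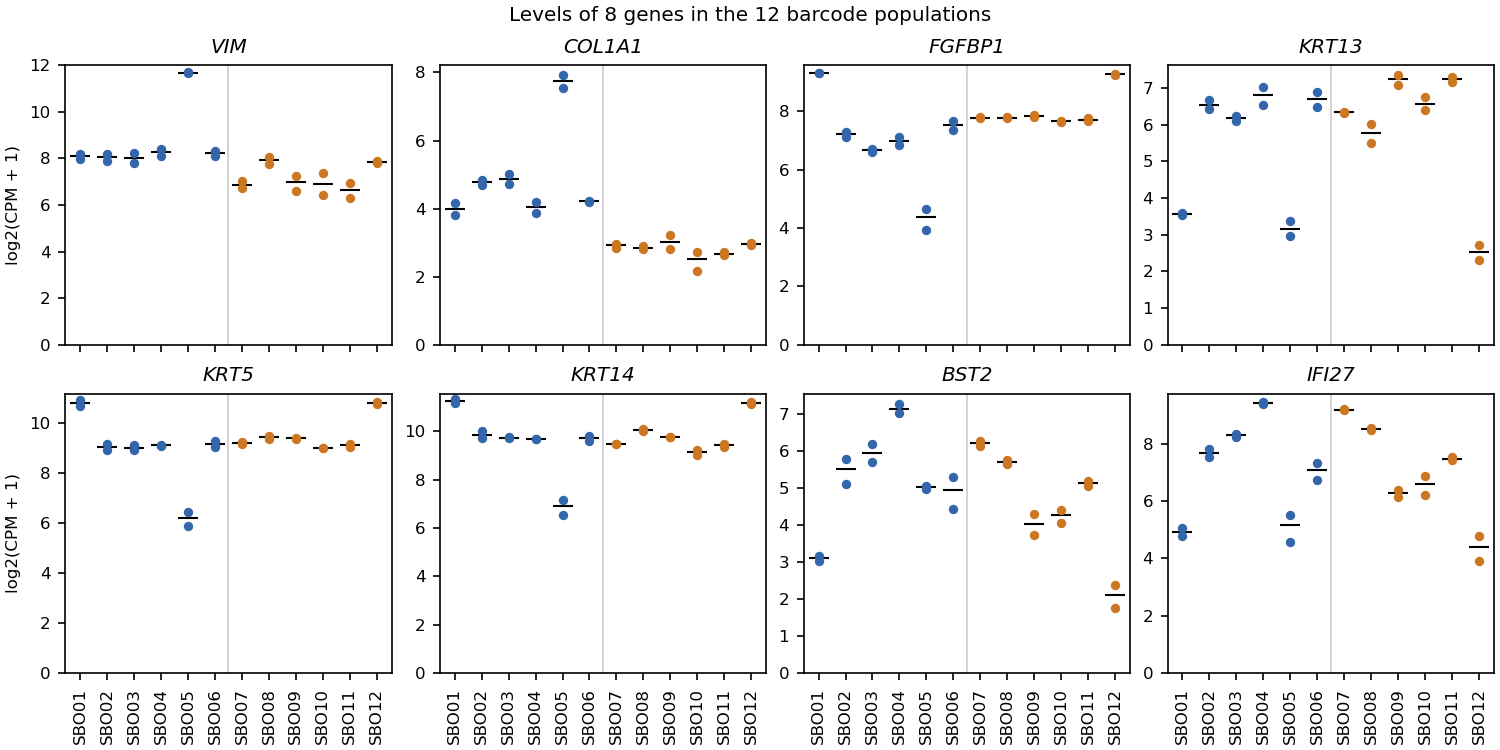
Levels of 8 genes in the 12 barcode populations on a log2(CPM + 1) axis, with a dash for the value over both libraries and a dot for each library, blue for libraries 1 and 2 and orange for libraries 3 and 4. VIM reached 3306 CPM in SBO05, and KRT5 reached 1785 CPM in SBO01 and 1787 CPM in SBO12.

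Mesenchymal and matrix genes as groups were highest, and epithelial and basal genes lowest, in SBO05. The mean log2(CPM + 1) of the mesenchymal list of the score ranged from 3.95 in SBO10 to 7.04 in SBO05, with a median of 4.49, and that of extracellular matrix genes from 3.63 in SBO10 to 6.19 in SBO05, with a median of 4.04. The epithelial list of the score ranged from 4.80 in SBO05 to 7.68 in SBO02, with a median of 7.44, basal mammary genes from 4.74 in SBO05 to 7.94 in SBO01, with a median of 7.26, and luminal mammary genes from 4.87 in SBO05 to 7.41 in SBO02, with a median of 7.34. Interferon-stimulated genes ranged from 4.54 in SBO12 to 7.54 in SBO04, with a median of 6.51. Of the mesenchymal score genes with at least 1 CPM, 6 of 9 were highest in SBO05. All 12 epithelial score genes and 17 of the 18 basal genes were lowest in SBO05, and 14 of the 19 matrix genes with at least 1 CPM were highest there. The EMT transcription factors ranged from 2.96 in SBO11 to 3.63 in SBO05, with a median of 3.27, TGF-β targets from 4.58 in SBO12 to 5.74 in SBO03, with a median of 5.14, proteases and integrins of invasion from 4.83 in SBO12 to 6.10 in SBO02, with a median of 5.37, and partial EMT genes from 6.38 in SBO05 to 7.20 in SBO03, with a median of 6.77.

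The means of the lists tied to G-quadruplexes varied least of the 20 lists, while their members differed in direction. Genes of proteins that bind or unwind G-quadruplexes ranged from 5.99 in SBO10 to 6.26 in SBO05, with a median of 6.13, and genes with a much-studied G-quadruplex in the promoter from 4.43 in SBO10 to 4.67 in SBO02, with a median of 4.53. Of the 22 protein genes, 11 were highest and 4 lowest in SBO05, and of the 13 promoter genes with at least 1 CPM, 6 and 6. Genes of the p53 and DNA damage response ranged from 4.90 in SBO07 to 5.47 in SBO02, with a median of 5.12, heat shock and immediate early genes from 6.54 in SBO01 to 6.99 in SBO09, with a median of 6.74, and genes of the mitochondrial genome from 9.25 in SBO03 to 9.86 in SBO12, with a median of 9.49. Proliferation genes were highest in SBO05, with a range from 5.95 in SBO07 to 6.29 in SBO05, with a median of 6.02 for S phase and from 6.40 in SBO08 to 6.85 in SBO05, with a median of 6.49 for G2/M phase. The leukocyte markers ranged from 2.16 in SBO12 to 3.71 in SBO05, with a median of 3.05, with 2 of 8 members above 1 CPM, the endothelial markers from 0.064 in SBO12 to 1.61 in SBO06, with a median of 1.18, with 1 of 7, and the stromal fibroblast markers from 3.17 in SBO12 to 5.23 in SBO05, with a median of 3.93, with 2 of 8. The fibroblast list includes THY1, a surface glycoprotein that mesenchymal cells also carry, which ranged from 39.3 CPM in SBO12 to 288 CPM in SBO05, with a median of 60.2.

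**Figure D2:**
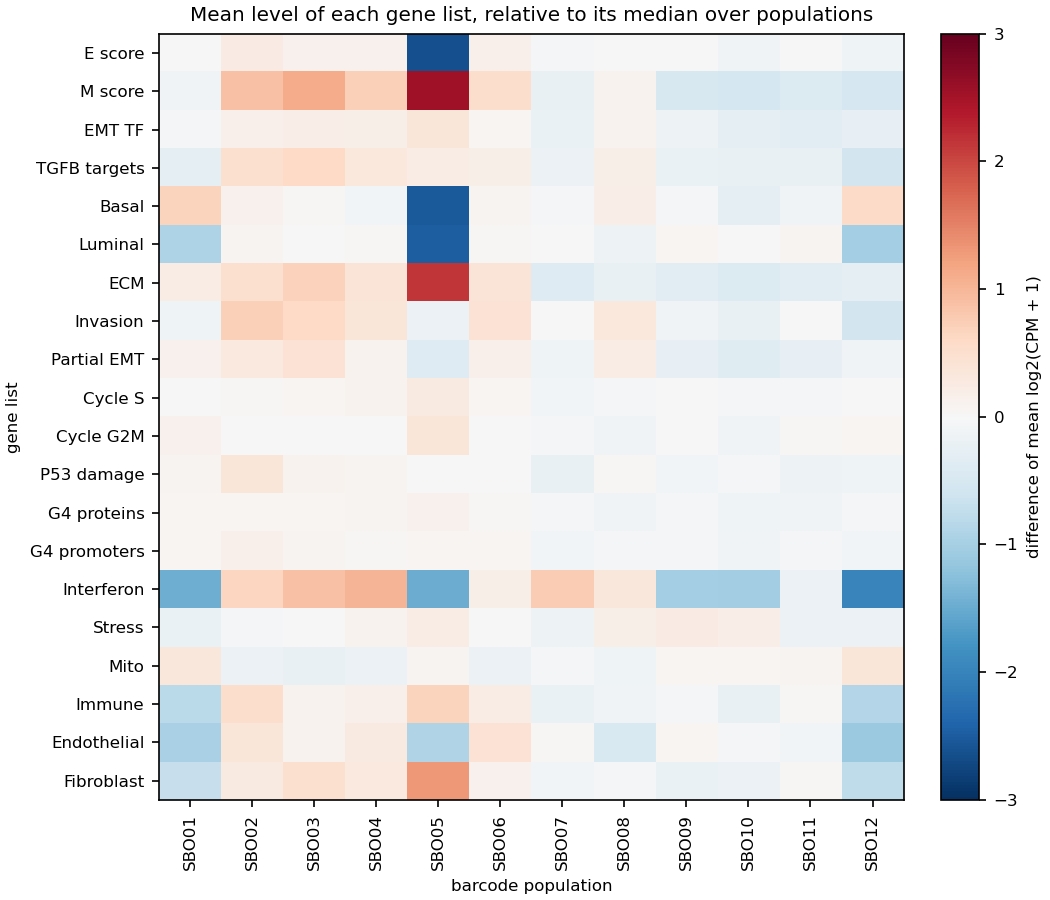
Mean log2(CPM + 1) of 20 gene lists in the 12 barcode populations, each list relative to its own median over the populations, with red above and blue below the median. SBO05 stands at 7.04 for the mesenchymal score genes, where the median was 4.49, and at 4.74 for the basal genes, where the median was 7.26.

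Clustering of the 11072 cells with 1 barcode gave 10 clusters, which asked how many transcriptional states the pool held. Cluster 1 held 30.8% of the cells and was led by the interferon-stimulated genes RSAD2, IFIT1, IFI44L, OAS1 and MX1. Cluster 2, with 15.4%, was led by S100A7, CRCT1, IGFL2-AS1, GDF15 and IGFL1, with S100A8, MUC16, KLK10, MMP9 and C15orf48 next. Cluster 4, with 11.9%, was basal epithelial-like, with KRT14, KRT17, TP63 and S100A2 among its leading genes. Cluster 5, with 9.46%, was mesenchymal-like and led by the matrix genes POSTN, BGN, COL1A2, COL1A1 and COL3A1. Clusters 1, 2, 3, 6, 7 and 10 stayed unnamed, since under 3 of the fixed markers were among their leading genes. Cluster 3, with 12.9% of the cells, was led by SPP1, FST, MT1G, AREG and KRT5, and cluster 6, with 6.90%, by CCN5, CLEC3B and KCNMA1. Cluster 7, with 4.83%, was led by AC239799.2, RASD1 and Z93241.1, and most of its leading genes were transcripts named after clones. ARC and SNHG12 were also among them. Cluster 10, with 1.75%, was led by VCAN, GREM1, IL6 and CXCL8. Clusters 8 and 9 held 4.14 and 1.92% of the cells at medians of only 6223.5 and 6632 UMIs. The median mitochondrial share was 9.78% in cluster 8, and cluster 9 was led by the cornified envelope genes SPRR2A and SPRR1B.

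The mesenchymal-like cluster 5 took 52.3% (49.96 to 54.5%) of SBO05 cells, given with the exact 95% binomial interval, and cluster 6 another 36.5% (34.3 to 38.7%). In the other 11 populations cluster 5 took at most 2.14%, in SBO06. Cluster 3 took 42.8% (40.5 to 45.2%) of SBO01 and 52.1% (49.2 to 54.9%) of SBO12, and the basal epithelial-like cluster 4 took 40.8% (38.5 to 43.2%) and 38.3% (35.6 to 41.1%) of them. The interferon-led cluster 1 took 1.63% of SBO12, 1.93% of SBO05 and 3.84% of SBO01, and between 42.4% in SBO02 and 64.2% in SBO07 elsewhere. Cluster 7 reached 22.6% in SBO10, 16.9% in SBO08 and 12.9% in SBO09. Each population came from 1 pair of libraries and the defining genes of the clusters differ between populations, so the shares were not tested. At a clustering resolution of 1.0 the number of clusters was 17, and the 5 shares of cluster 5 in SBO05 and of clusters 3 and 4 in SBO01 and SBO12 left their intervals, as that of SBO05 did at 0.3.

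**Figure D3:**
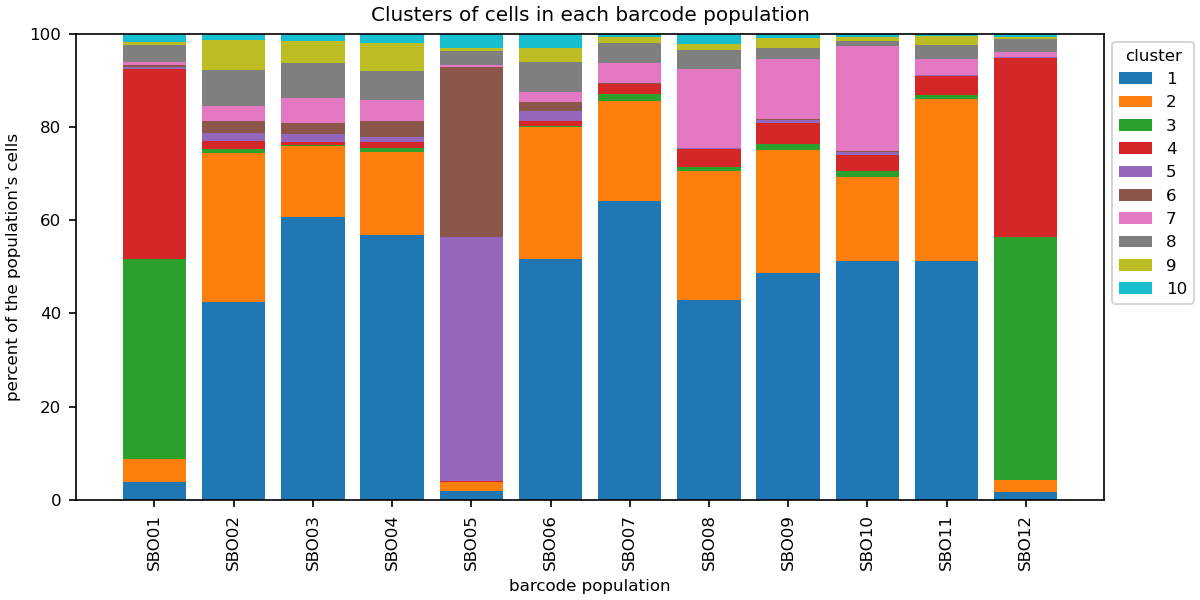
Share of the cells of each barcode population in each of 10 clusters, as stacked bars that add to all cells of the population. Cluster 5 takes 52.3% of SBO05, and clusters 3 and 4 together take most of SBO01 and of SBO12.

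Cells at the mesenchymal end of the score carried more transcripts of extracellular matrix genes than cells at the epithelial end. Both ends were taken from cells assigned to the same barcode population in the same library. Matrix genes were the 1 list whose call by camera held with an estimated correlation. Clusters 5 and 6, with median scores of 1.64 and 1.41, held 23 and 21 of the 1074 SBO06 cells. They held 3 and 2 of the 1227 SBO12 cells. Whether cells assigned to the wrong sample add to the differences between tiers was not tested. CCN2, a matricellular TGF-β target, rose from 39.6 ± 14.8 to 89.9 ± 33.04 CPM (SD, n = 4 libraries). S100A8, a calcium-binding protein of inflamed epithelium, fell from 69.6 ± 23.3 to 11.3 ± 0.246 CPM, and SERPINB2, a protease inhibitor of differentiating keratinocytes, fell from 88.5 ± 8.53 to 20.3 ± 2.82 CPM. The comparison asks which genes go with the mesenchymal end, with the cells of each population in each library divided by score into 3 tiers of equal size, and the score's own 24 genes were not tested. Of 15259 genes, 2605 were higher and 2653 lower in the high tier by edgeR's quasi-likelihood test with library as a block and Benjamini-Hochberg adjustment, and 522 and 656 of them changed by at least 0.5 on the log2 scale. Of the 5258 genes, 4875 changed the same way in all 4 libraries and 1092 in all 12 populations. The tiers are ranges of a continuous score, not cell types, and 35.4% of the scored cells lay within 0.1 of a boundary. The score had an SD of 0.909 over all scored cells, which includes differences between populations, whereas the tiers were cut within them. Its lower and upper quartiles were -0.56 and -0.055 in SBO07 and 1.11 and 1.92 in SBO05. The count was 1284 without the replicate block, 3353 by DESeq2, 3472 with tiers set over a whole library and 3056 on cells thinned to equal depth. Without the block 357 genes were higher and 927 lower. Of 87 chosen results, 46 lost their call there, among them the rises of TAGLN, IGFBP7, THY1, POSTN, BGN and ZEB2.

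Among genes with at least 20 CPM on average, the largest rise was that of CCN2, at a log2 fold change of 1.18 ± 0.045 (SE, edgeR adjusted p = 3.29e-13). TNFRSF6B, a decoy receptor for FAS ligand, rose by 1.07, the crosslinking enzyme TGM2 by 1.04 and the proteoglycan SRGN by 1.01 on the same scale. TAGLN, an actin-binding protein of smooth muscle and activated fibroblasts, rose by 0.94, SERPINE2 by 0.91, IGFBP7 by 0.89, BASP1 by 0.84, THY1 by 0.84, IGFBP4 by 0.83 and CCBE1 by 0.82. The largest fall was that of S100A8, at -2.60 ± 0.19 (edgeR adjusted p = 3.53e-09), followed by SERPINB2 at -2.12 ± 0.091 (adjusted p = 1.85e-12). S100A9, the partner of S100A8, changed by -1.92, the kallikrein proteases KLK7 and KLK10 of the shedding epidermis by -1.79 and -1.54, and the keratins KRT13 and KRT15 by -1.52 and -1.44. CRABP2, which carries retinoic acid, changed by -1.48, C15orf48 by -1.36, NCCRP1 by -1.32, the epidermal differentiation transcript TINCR by -1.25 and HES2 by -1.23. Each of these genes changed the same way in all 4 libraries. CCN2 (ENSG00000118523) lies on chromosome 6, positions 131948176 to 131951373, S100A8 (ENSG00000143546) on chromosome 1, positions 153390032 to 153391188 and SERPINB2 (ENSG00000197632) on chromosome 18, positions 63871692 to 63903890 of hg38.

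**Figure D4:**
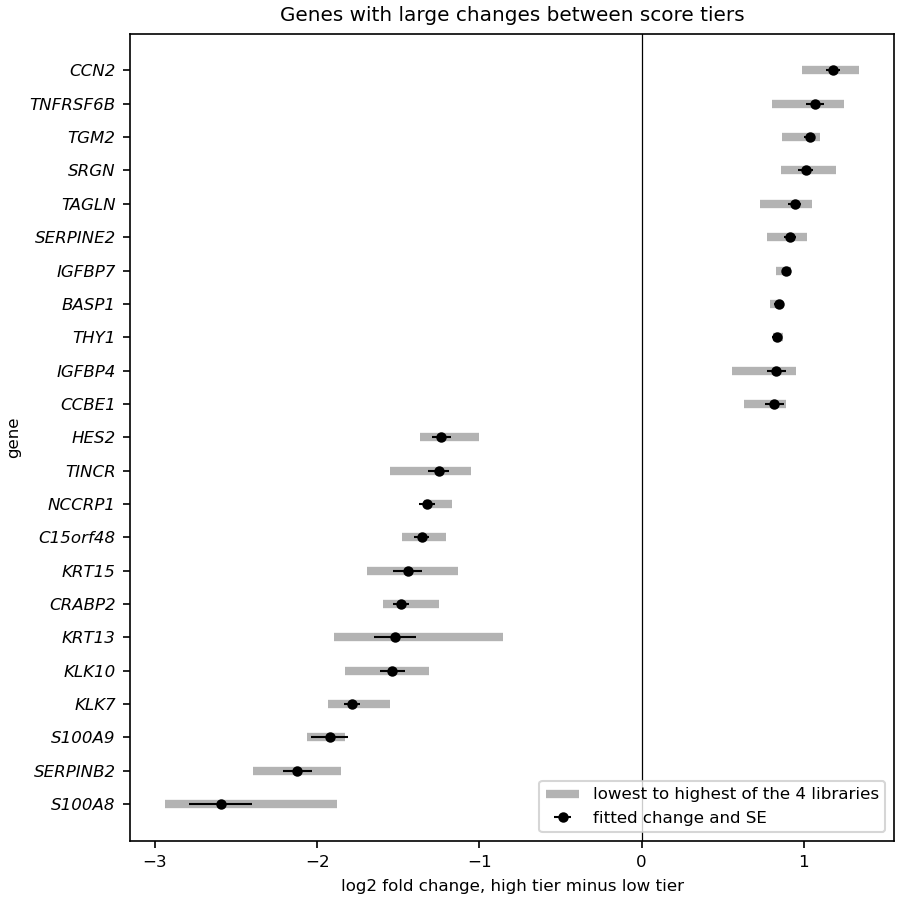
Log2 fold change between the high and the low score tier for genes with large changes and at least 20 CPM on average, with the fitted change and its SE as a point and bar and the span of the 4 libraries as a grey line. CCN2 stands at 1.18 and S100A8 at -2.60, and no grey line crosses 0.

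Extracellular matrix genes rose together. In this list 18 of 20 tested members rose, 1 fell and 1 did not pass the test (19 and 1 when adjusted over the list alone), with COL3A1 at a log2 fold change of 3.00, POSTN at 2.54, DCN at 2.22 and BGN at 1.70. Its camera adjusted p was 2.06e-09, and the adjusted p was 0.0472 with an estimated correlation. COL3A1 and DCN stood at 0.501 and 0.403 CPM in the low tier, and their change per library, with 1 CPM added, spanned 0.055 to 2.24 and 0.056 to 1.49. On the same scale POSTN and BGN spanned 0.31 to 2.40 and 0.76 to 1.71. Of the EMT transcription factors, 9 of 12 tested members rose, 2 fell and 1 did not pass the test (9 and 3 when adjusted over the list alone). FOXC2 rose by 1.24, ZEB2 by 1.17, PRRX2 by 0.81 and SNAI2 by 0.65, while KLF8 changed by -0.86. PRRX2 stood at 0.535 CPM in the low tier. The camera adjusted p of the list was 0.00405, and the adjusted p was 0.0874 with an estimated correlation. Of the TGF-β targets, 11 of 23 tested members rose, 4 fell and 8 did not pass the test (12 and 4 when adjusted over the list alone), among them TAGLN and TGFB2, which rose by 0.70. Their camera adjusted p was 0.00454. The adjusted p was 0.258 with an estimated correlation and 0.110 with tiers set over a whole library. The partial EMT list was split, as 8 of 15 tested members rose, 5 fell and 2 did not pass the test (8 and 5 when adjusted over the list alone), with PDPN at 1.15, AXL at 0.67, CD44 at -0.20 and a camera adjusted p of 0.0589, which was 0.0384 without library 4 and 0.0393 without SBO12. By fry, which does not compare a list with other genes, its adjusted p was 3.42e-05 with an upward sign. The invasion list was divided: 7 of 17 tested members rose, 7 fell and 3 did not pass the test (7 and 7 when adjusted over the list alone), with ITGB3 at 1.14, PLAUR, the urokinase receptor, at -0.90, MMP10 at -1.53, a camera adjusted p of 0.579 and a fry adjusted p of 0.0185 with a downward sign. ITGB3 and MMP10 stood at 0.245 and 0.661 CPM in the low tier, and their change per library, with 1 CPM added, spanned 0.10 to 0.62 and -0.68 to -0.11. ADAM12 of this list stood at 0.93 and was higher in only 2 of the 4 libraries.

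Most called basal, luminal, interferon and p53 genes fell. Of the basal genes, 1 of 18 tested members rose, 15 fell and 2 did not pass the test (1 and 15 when adjusted over the list alone), with KRT16 at -0.90, KRT6B at -0.62, KRT17 at -0.57, KRT14 at -0.43 and KRT5 at -0.13. Of the luminal genes, 2 of 13 tested members rose, 10 fell and 1 did not pass the test (2 and 10 when adjusted over the list alone), with the mucin MUC1 at -1.26, the transcription factor ELF3 at -1.04, SLPI at -0.93, KRT19 at -0.66 and CD24 at -0.49. Of the interferon-stimulated genes, 16 of 19 tested members fell and 3 did not pass the test (18 fell when adjusted over the list alone), with IFI27 at -0.42, ISG20 at -0.40, IFITM1 at -0.40 and OAS1 at -0.39. Of the p53 and DNA damage targets, 2 of 22 tested members rose, 11 fell and 9 did not pass the test (3 and 11 when adjusted over the list alone), with the cell cycle inhibitor CDKN1A at -0.92, BTG2 at -0.79, the p53 ubiquitin ligase MDM2 at -0.69 and PHLDA3 at -0.42. The camera adjusted p-values were 8.34e-07, 2.31e-04, 4.27e-05 and 0.00454 for the basal, luminal, interferon and p53 lists. The adjusted p-values were 0.0874, 0.258, 0.258 and 0.258 with an estimated correlation. KRT14, KRT16, KRT17 and KRT6B have near-identical relatives, so their counts are uncertain where reads could be shared.

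Genes of the mitochondrial genome fell slightly, as 8 of 13 tested members fell and 5 did not pass the test (9 fell when adjusted over the list alone), with MT-CO2 at -0.18, MT-CYB at -0.13, MT-ND3 at -0.14 and MT-CO3, which was higher in the high tier of 1 library, at -0.15. Their camera adjusted p was 0.00890. The adjusted p was 0.568 with an estimated correlation, 0.0831 without library 3 and 0.0893 without library 4. The proliferation lists moved little. Of the S phase genes, 9 of 42 tested members rose, 5 fell and 28 did not pass the test (9 and 5 when adjusted over the list alone), with PRIM1 at 0.19, CDC45 at 0.18, PCNA at -0.18 and E2F8 at -0.38. Of the G2/M genes, 13 of 52 tested members rose, 8 fell and 31 did not pass the test (13 and 8 when adjusted over the list alone), with CBX5 at 0.23, CKS2 at 0.22, CDK1 at 0.18 and TPX2 at -0.21. The camera adjusted p-values of these S phase and G2/M lists were 0.355 and 0.644, but 0.0172 and 0.00456 with tiers set over a whole library. Of the stress genes, 2 of 16 tested members rose, 2 fell and 12 did not pass the test (2 and 2 when adjusted over the list alone), with JUN at 0.32, IER2 at -0.18, HSPA1B, near-identical to its neighbour HSPA1A and hence uncertain, at -0.11, and a camera adjusted p of 0.762. ASNS of this list stood at 0.50 and was higher in 3 of the 4 libraries.

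The G-quadruplex lists did not pass camera's test against other genes. Of the genes of G-quadruplex-binding proteins, 5 of 22 tested members rose, 2 fell and 15 did not pass the test (5 and 2 when adjusted over the list alone), with MAZ at 0.15, CNBP at 0.13, the helicase DHX9 at -0.10, SP1 at -0.19, a camera adjusted p of 0.113 and a fry adjusted p of 0.00194 with an upward sign. Of the genes with a studied promoter G-quadruplex, 3 of 14 tested members rose, 4 fell and 7 did not pass the test (3 and 4 when adjusted over the list alone), with BCL2 at 0.94, TERT at 0.27, FGFR2 at -0.35 and MYC at -0.10. Their camera adjusted p was 0.764, with a downward sign, although the mean log2 change of the members was 0.10 and the median 0.006. Their fry adjusted p was 0.209. BCL2 stood at 0.328 CPM in the low tier, and its change per library, with 1 CPM added, spanned 0.21 to 0.51. PDGFRB of this list stood at 1.02 and was higher in 3 of the 4 libraries. TERT is carried by HMLE cells as a transgene, so its counts need not follow its own promoter. Of the markers of other cell types, both tested leukocyte markers fell, CD14 by 0.61 and CD68 by 0.32, with 2 also lower when adjusted over the list alone and a camera adjusted p of 0.0589 that was 0.0344 without library 2. Of the fibroblast markers, 2 of 4 tested members rose, 1 fell and 1 did not pass the test (2 and 1 when adjusted over the list alone), with DCN and THY1 up, CFD, which was higher in the high tier of 1 library, at -0.37 and a camera adjusted p of 0.355. The 1 endothelial marker tested did not pass over all genes and was lower when adjusted over the list alone, with a camera adjusted p of 0.355. The fry adjusted p-values of the leukocyte, fibroblast and endothelial markers were 0.00144, 3.12e-04 and 0.0305.

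**Figure D5:**
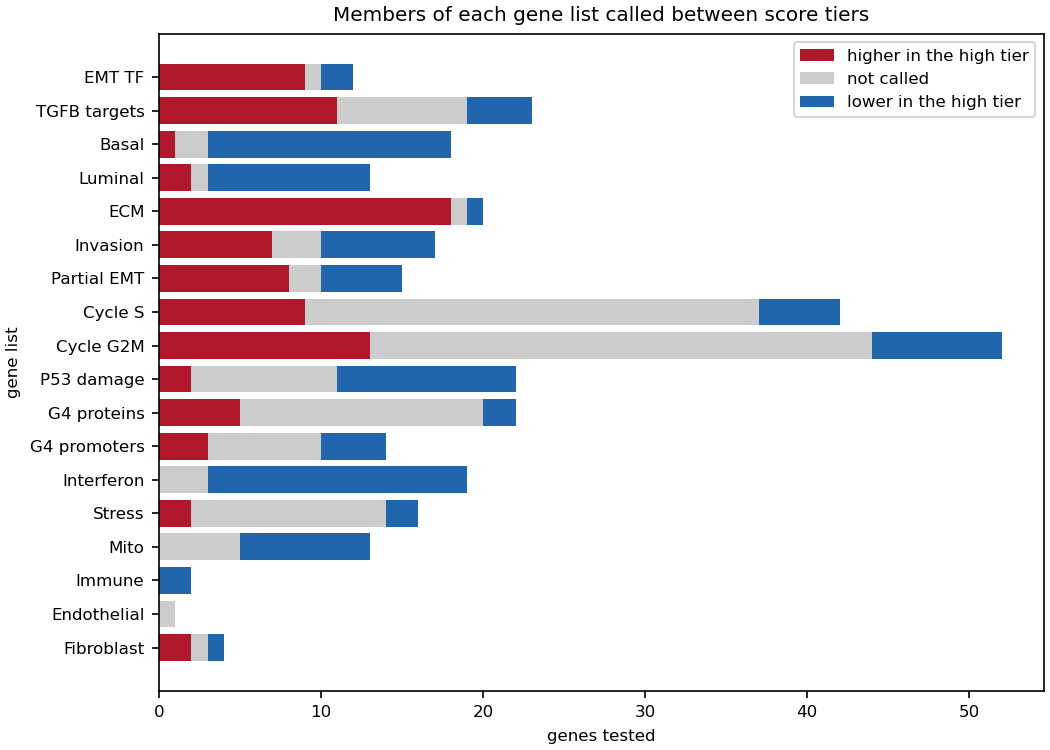
Members of each of 18 gene lists that were higher, lower or not called in the high score tier against the low tier, as stacked bars of the number of genes tested. In the extracellular matrix list 18 of 20 members were higher, and in the interferon list 16 of 19 were lower.

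Few genes set the middle tier apart from both ends. This tier holds the cells around the median score of each population. That median was 1.46 in SBO05 and lay between -0.44 in SBO09 and -0.23 in SBO03 elsewhere. Tiers cut within populations therefore cannot decide whether a state between SBO05 and the other populations exists. KRT18, a keratin of simple epithelia, stood at 4409 ± 1017 CPM in the middle tier (SD, n = 4 libraries), with 4073 ± 754 in the low and 4099.7 ± 1137 in the high tier. Its log2 changes were 0.10 ± 0.031 against the low and 0.12 ± 0.031 against the high tier (SE, edgeR adjusted p = 0.0325 and 0.0209). RHOF, a small GTPase of filopodia, was the other gene above both ends, by 0.12 and 0.13. Below both ends were 15 genes, led by LCE1B, LCE1C and LCE1F of the cornified envelope, NPPB, KANK3, BGLAP, CXCL5, IP6K3 and NSG1. They were low in abundance: NSG1 stood at 1.17 CPM in the middle and 1.83 CPM in the low tier, and LCE1B at 0.430 and 2.14. LCE1F was higher in the middle than in the high tier in 2 of the 4 libraries, and LCE1B and LCE1C in 1 each, and LCE1C and NSG1 were higher than in the low tier in 1 each. The LCE1 genes are near-identical copies and their counts are uncertain. In all, 17 genes passed edgeR's test against both ends with the same sign, and 117 at an unadjusted p under 0.05. Simulated data with no gene apart in the middle gave a mean of 1.4. They held only 200 changed genes each. The real middle tier had 2196 calls against the low and 1432 against the high tier. The mean of 1.4 therefore cannot stand for the number expected by chance in the real data. The count was 1 by DESeq2, 0 without the replicate block and 0 with tiers set over a whole library by edgeR, where 28 and 64 genes had an unadjusted p under 0.05, and 10, 5 and 6 without library 1, 2 or 3.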

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

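No comparison of the library pools was planned, and its test, like the counts of stray barcodes, was chosen after the barcodes were seen to divide the libraries into 2 pools. The change between the high and the low tier differed between libraries 1 and 2 and libraries 3 and 4, by edgeR's interaction term with Benjamini-Hochberg adjustment, in 247 of 15259 genes, with opposite signs in 98 of them. Among the genes named in the report this held for 13. Of those that rose, TNFRSF6B changed by 0.87 and 1.23, a difference of 0.36 (adjusted p = 0.00104), and the mitotic regulator CKS2 by 0.14 and 0.31, a difference of 0.17. The decline of KLK10, SLPI and KRT19 was larger in libraries 1 and 2: KLK10 changed by -1.79 and -1.31, a difference of 0.48, SLPI by -1.14 and -0.73, a difference of 0.42, and KRT19 by -0.77 and -0.55, a difference of 0.22. KRT18 changed sign, with -0.13 and 0.10, a difference of 0.24 (adjusted p = 9.67e-06). The interferon-stimulated genes IFITM1 and IFI27 changed by -0.53 and -0.25, a difference of 0.28, and by -0.61 and -0.25, a difference of 0.37. KRT14 and KRT17 declined more in libraries 3 and 4, while KRT5, KRT6B and KRT16 did not pass: KRT14 changed by -0.36 and -0.51, a difference of -0.16, and KRT17 by -0.50 and -0.64, a difference of -0.13. So did 3 genes of the mitochondrial genome, while MT-CO2 did not pass: MT-CO3 changed by -0.047 and -0.24, a difference of -0.20, MT-ND3 by -0.045 and -0.23, a difference of -0.19, and MT-CYB by -0.048 and -0.22, a difference of -0.17. No gene list was tested for this difference. The pools hold different barcode populations, so the pool and the populations cannot be told apart here.

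Barcodes of the other pool appeared at a trace. Their UMIs in kept cells numbered 31, 19, 86 and 8 in libraries 1 to 4, each above the 3 counts that a count of 0 allows, beside 9971033, 6176030, 4921855 and 4085298 UMIs of all barcodes in the same cells.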

How the results depend on the processing

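Leaving out SBO05 or SBO12 was chosen after the data were seen, and the other settings beforehand. The 5258 genes called between the high and the low tier ranged from 4194 to 4359 when 1 library was left out. The count was 1284 without the replicate block, 3353 by DESeq2, 3472 with tiers set over a whole library and 3056 with sums of thinned cells, and between 4812 and 6300 in the other settings. The 17 genes apart in the middle tier became 39 without a filter on low counts, 0 without the replicate block, 1 by DESeq2, 31 with a score on unthinned counts, 0 with tiers over a whole library, 5 with the top barcode rule, 9 with the score without VIM, FN1 and SFN, 3 with sums of thinned cells, 31 without SBO05, and 5 to 13 when 1 library was left out. Of 8 lists called by camera, 1, the extracellular matrix genes, kept its call with an estimated correlation. The 342 genes with a wide range over populations became 115 without SBO05, since that population was the highest or lowest in 282 of them, and lay between 274 and 359 otherwise. Of the ranges of 20 chosen genes, 15 moved by more than their spread between libraries with the top barcode rule and 9 with a pseudocount of 5, and of the ranges of 20 lists, 10 and 11. The 10 clusters became 17 at resolution 1.0 and 8 to 12 in the other settings, and of 5 cluster shares, 5 left their interval at 1.0 and 1 at 0.3. Apart from the leave-outs, which remove cells, and the range of genes without SBO05, the cause was not tested.

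For 87 chosen results between the high and the low tier, 1248 of 1380 values kept direction and side of the threshold, 128 lost the call and 4 reversed. The reversed log2 changes were 0.099 for IER2, 0.32 for CD68 and 0.24 for CFD with tiers over a whole library, and 0.018 for MYC with the reduced score, where none of the 4 passed edgeR's test. For the 12 chosen genes of the middle tier, 78 of 184 values held, 99 lost the call and 7 reversed. These were LCE1B at 0.25, LCE1C at 0.48 and LCE1F at 0.14 with a score on unthinned counts, LCE1B at 0.14 and LCE1C at 0.37 with the reduced score, LCE1C at 1.27 with the top barcode rule, and NPPB at 0.11 with tiers over a whole library. Lists without a call changed sign with camera adjusted p-values of 0.969 for the G-quadruplex promoters without library 3, 0.954 for G2/M genes and 0.685 for stress genes without library 4, and 0.874 for leukocyte markers with tiers over a whole library. When 1 library was left out, these p-values spanned 0.672 to 0.969 for the G-quadruplex promoters, 0.223 to 0.954 for G2/M genes and 0.269 to 0.928 for stress genes. The planned condition comparisons were not run, since no barcode carries a condition, nor was the association over populations. The mRNA and barcode libraries of 1 number count different molecules of the same cells, so no test between these 2 groups of libraries was made. Depth limits genes under about 1 CPM, such as COL3A1, DCN, NPPB and LCE1B in the low or middle tier.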

Other observations

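The tests of UMIs per cell, of genes of both cells with wider bounds, and both tests of SBO01 and SBO12 were chosen after the result was seen. SBO01 and SBO12, marked in different pools, both stood high in basal genes and low in luminal and interferon genes. KRT5 over SBO01 to SBO12 stood at 1785, 527, 516, 551, 73.2, 575, 588, 692, 674, 514, 550.0 and 1787 CPM, and VIM at 273, 267, 259, 307, 3306, 298, 116, 244, 125, 120.5, 99.8 and 229.9 CPM. In SBO01 and SBO12 KRT14 stood at 2421 and 2286 CPM, TP63, the master transcription factor of basal epithelium, at 25.7 and 17.04 CPM, and COL17A1, a hemidesmosome collagen, at 78.04 and 72.5 CPM. The luminal keratins KRT8 and KRT19 stood at 1252 and 1232 CPM and at 722 and 779 CPM, where the 9 populations other than SBO01, SBO05 and SBO12 spanned 2748 to 3143 and 1794 to 2012. ELF3 stood at 35.5 and 28.1 CPM, and RARRES1 at 12.5 and 3.59 CPM, where the 9 spanned 50.5 to 134. Of the 18 basal genes, 13 were higher in both SBO01 and SBO12 than in the other 10 populations. Of 19 interferon and 13 luminal genes, 13 and 10 were higher in each of the 9 populations than in SBO01, SBO05 and SBO12. Genes of the mitochondrial genome also stood highest in SBO01 and SBO12, with means of 9.81 and 9.86 on the log2(CPM + 1) scale. Of these 13 genes, 8 were higher in both than in the other 10 populations. The median mitochondrial share of the cells was 1.88% in SBO01 and 1.95% in SBO12.

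Interferon genes varied among the other 9 populations as well. IFI27 over SBO01 to SBO12 stood at 29.5, 206, 313, 687, 34.9, 134, 582, 367, 76.8, 96.9, 177 and 20.3 CPM, and BST2 at 7.60, 44.8, 61.2, 141, 31.6, 29.7, 73.3, 51.4, 15.5, 18.3, 34.1 and 3.29 CPM. The mean of the Interferon list was 7.54 on the log2(CPM + 1) scale in SBO04, 5.49 in SBO09 and 5.48 in SBO10, beside 5.04 in SBO01, 5.02 in SBO05 and 4.54 in SBO12. FN1, the matrix glycoprotein fibronectin, did not follow VIM, at 660.2, 2814, 3136, 2232, 957, 1644, 1436, 1716, 745, 778, 1014 and 516 CPM over SBO01 to SBO12. Proliferation genes stood highest in SBO05, with MKI67 at 323 CPM there and at 201 to 256 CPM in the other 11. Of the list members, 37 of 52 G2/M genes and 28 of 42 S phase genes were highest there.

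The SBO05 population stood apart from the other 11 in its mesenchymal genes, and its correlation with each of them across 6097 genes, which are not independent replicates, lay between 0.881 and 0.908. The 9 others apart from SBO01 and SBO12 correlated at 0.976 to 0.997 with each other. The mean log2(CPM + 1) of the mesenchymal list was 5.37, 5.59, 5.20 and 5.03 in SBO02, SBO03, SBO04 and SBO06, beside 7.04 in SBO05. It was 4.39 in SBO01 of the same pool, and 3.95 to 4.58 in SBO07 to SBO12 of the other pool. The cause of this difference among the other populations was not tested. A hypothesis was that SBO05 may hold cells from outside the HMLE culture, such as stromal fibroblasts, which lack the TERT transgene of HMLE cells. TERT stood at 75.6 CPM in SBO05 and at 22.3 to 44.8 CPM in the other 11, which is 192% of their median and argues against outside cells as the source. Whether SBO05 marks a culture treated with TGF-β, a later time or a subline was not tested, since no label ties it to one.

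SBO01 and SBO12 correlated at 0.995 across genes, as highly as the 2 libraries of a single population, which spanned 0.993 to 0.998, while their nearest other populations lay at 0.972 and 0.971. Oligonucleotide carried over between the pools may have produced this, which would need 1 or more of its UMIs per cell. SBO01 had 81 UMIs in all kept cells of libraries 3 and 4 and SBO12 had 4 in libraries 1 and 2, or at most 0.0660 per cell assigned to the other barcode. SBO12 cells carried few barcode UMIs and may be cells without a label, but their profile correlated at no more than 0.967 with that of the cells without a barcode in the same library, below the 0.993 of the least alike libraries of 1 population. These values argue against carried-over oligonucleotide and against cells without a label as the source. That the 2 barcodes mark cultures of the same kind stays open, and no biological explanation was tested.

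Cells with several barcodes made up 20.7 to 30.3% of each library and may be pairs of cells in 1 droplet. Their median UMI count was at most 1.16 times that of cells with 1 barcode, under the 1.5 set for pairs, which argues against pairs as the main source. A planned test on genes that separate SBO05 found 0.432% of cells with SBO05 and another barcode at an intermediate level, but it was void, since its bounds held few of the summed pairs. With bounds at the 10th and 90th percentiles, and a reading rule, both set after that result and the reading rule also after its value was known, 42.6% of them lay between, against 93.3% of summed pairs, 8.40% of SBO05 cells and 6.36% of other cells with 1 barcode. A mixture of pairs and of cells with stray label therefore stays open.

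A further hypothesis, written before its result was seen, was that the barcode oligonucleotide itself may raise interferon genes in the cells that take up more of it. Cells of each population were divided into 3 equal groups by UMIs of their highest barcode per gene UMI, and the mean log2 ratio of the Interferon list between the most and the least labelled group was under 0.1 in 7 of 12 populations, above 0.2 in 3, and ranged from -1.18 in SBO01 to 0.38 in SBO12. By UMIs of the assigned barcode, chosen after the result was seen, it was under 0.1 in 9 populations and above 0.2 in 3, and ranged from -1.20 in SBO01 to 0.30 in SBO07. The value of SBO12 changed sign, to -0.57, and the 3 populations above 0.2 were SBO02, SBO03 and SBO07, instead of SBO03, SBO07 and SBO12. A common rise with label was thus not found. The least labelled group may also hold more cells assigned to the wrong sample. In SBO01, the 103 cells with another barcode higher held IFI27 at 137 CPM, against 23.97 CPM in the rest. The test cannot part such cells from an effect of the oligonucleotide, so it does not decide on that effect.

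Other divisions of the tier sums were counted for both comparisons of tiers. Only 8 divisions part the high and low sums of each library, too few for a share under 5%: the real one gave 5258 genes and the highest of the others 1. The other 27 of the 35 divisions gave at most 2 genes. Some of them divide whole libraries and so coincide with the block, which fixed their 0 calls beforehand, and the rest mix libraries with tiers. Among the divisions of whole libraries, that of libraries 1 and 2 from 3 and 4 called 2127 genes without the block. For the middle tier, 2 of 40 relabellings within libraries, the real one included, gave at least the real 17 genes. The other of these, with 642 genes, called the high tier of each library the middle one. The high tier lay apart from both others in more genes than the middle tier did, which is a structure of the samples. No remaining relabelling called a gene. The share therefore cannot decide on chance, which is not excluded for the middle tier.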
